A study of Mus musculus with 10 samples. Its data were reported in "Cancer-induced FOXP1 disrupts and reprograms skeletal-muscle circadian transcription in cachexia" (2025).

How the data were processed

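Tibialis anterior muscles of 5 FoxP1iSkmTg and 5 Control mice were compared. Per the labels, both groups received tamoxifen at 80 mg/kg on 4 days, and the study's methods describe female mice aged 13 to 18 weeks. Poly-A RNA was sequenced as paired ends. The submitters' processing notes name HISAT2 2.0.5 and DESeq2 1.20.0 with genome build mm10, whereas the methods of the study name STAR and HTSeq for alignment and counting, so the aligner is not settled here. Whether reads were counted by strand is not given in the sources used here, so antisense and overlapping genes are uncertain, as are near-identical copies such as Hspa1a and Hspa1b, the actin and myosin families and ribosomal protein genes with their pseudogenes.

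The authors deposited, for each gene and mouse, whole-number read counts, a normalized signal (counts divided by a DESeq2 size factor) and FPKM values. They also deposited the log2 fold change, p-value and adjusted p-value of their comparison, and the gene length as another column. The deposited table is a selection of 3480 genes, with the highest unadjusted p at 0.04998. The adjusted p-values give 15846 genes in the authors' adjustment, and no rank was missing below that limit. The authors' deposited table gave an adjusted p under 0.05 for 1739 genes, 862 higher and 877 lower, and 151 listed genes lay outside that adjustment. The sum of listed counts is therefore not the depth. The library totals behind the FPKM values were recovered from counts and lengths and came to 15510420 to 21989419 per mouse. Relative to the DESeq2 size factors they deviated by only -0.166% to 0.154%, so they may be values already scaled by the authors and are not taken as sequencing depth.

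Counts were tested with edgeR 4.0.16 (glmQLFit, glmQLFTest) in R 4.3.3, with TMM factors on the recovered totals and filterByExpr with a minimum count of 10, which left 3115 genes. Tests were two-sided. Benjamini-Hochberg adjustment was over 15846 genes, taking the genes that are not listed as having larger p-values, because adjustment over selected genes alone would be too lenient. Adjustment over a list alone was over all its members, listed or not. TMM takes most genes as unchanged, which genes selected for a low p need not meet, and the DESeq2 size factors of the authors are given beside it. A fit on the recovered totals alone had been run and seen before the TMM fit, which was specified in advance, was taken as the reported one. Normalized counts in the text are the deposited ones, with means and SD over 5 mice. The SE of a log2 fold change is its size divided by the square root of the F statistic. Lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, for lists with at least 3 tested members, and adjusted over lists. Because the genes were selected, camera compares a list with the other listed genes and not with the transcriptome.

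On simulated data with 1600 changed genes, selected by DESeq2 p as in the table, the fit on 2183 genes recovered 74.3% of genes changed 1.5-fold, 91.7% changed 2-fold and 97.9% changed 4-fold, with 4.35% of calls false. With 200 changed genes it ran on 897 genes and recovered 58.2%, 79.1% and 98.5% at these folds, with 3.68% of calls false. Changes under 1.5-fold were not simulated, although the median absolute log2 fold change of called genes was 0.5, a smaller change. Signs were drawn at random, so scaling with an imbalance of higher and lower genes was not tested. Means and dispersions were drawn from the listed genes, which were selected for a low p, so recovery among other genes was not tested. Of 1000 random lists of 10 listed genes, 4.3% had a camera p under 0.05. Genes drawn at random need not vary together, so this share does not show how often correlated lists pass falsely. Among the lists that passed camera below, the estimated correlation ran from 0.168 for heat shock genes to 0.559 for ribosomal protein genes.

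Named are Foxp1, every listed member of the clock activator, clock repressor and study-named lists, and the 12 largest rises and 12 largest falls. The latter were taken among protein-coding genes past the threshold with at least 100 normalized counts on average and no overlap between the groups. Of every other list up to 4 members with the smallest adjusted p are named. Some genes that meet these rules are not reported here. Ankrd2, Myh1, Mybpc2 and, in a plot, Acta1 were added after their values were seen. These rules, the 43 lists, and the edgeR and camera tests were set before the data were examined, except for the number of genes adjusted over and the use of recovered totals. The lists were written after reading the study, which reports genes and pathways from these same mice. Genes it names are members of several lists, such as Cpt2 and Hadha of fatty acid oxidation. Those lists are therefore not independent of the study. Tests added later are named as such in the closing parts. Alternatives were DESeq2 1.42.0, other size factors, no filter and a stricter one, each mouse left out, the replicate number as a block, and other tests of lists. Coordinates are those of the deposited table.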

Results

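RNA sequencing of the tibialis anterior, a fast-twitch muscle of the lower hind limb, was available for 5 FoxP1iSkmTg mice and 5 Control mice. FoxP1iSkmTg mice carry a Foxp1 transgene behind a floxed stop cassette together with MerCreMer, a tamoxifen-activated Cre recombinase driven in skeletal muscle. Control mice carry the stop-cassette transgene without Cre and received the same tamoxifen. No group carries MerCreMer without the Foxp1 transgene, so for every gene below an effect of Foxp1 cannot be told from an effect of activated Cre. The table analysed lists 3480 genes, those with an unadjusted p under 0.05 in the authors' deposited table. Counts over these genes came to 6620970 to 8737660 reads per mouse. The deposited FPKM values imply library totals of 15510420 to 21989419, which followed the DESeq2 size factors so closely that they may be scaled values, and the sequencing depth of each mouse is not settled.

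The first comparison asked whether the transgene raised its own gene. Foxp1, a forkhead transcription factor gene (chromosome 6, 98925338 to 99522721, mm10), rose from 305 ± 71.0 normalized counts in Control mice to 3208 ± 2199 in FoxP1iSkmTg mice (SD, n = 5 each). This is a log2 fold change of 3.42 ± 0.44 (SE) with an adjusted p of 0.000613 by the edgeR quasi-likelihood test. Replicates 1 to 5 of FoxP1iSkmTg stood at 5352, 2163, 5813, 1423 and 1289 normalized counts, a range of 4.51-fold. Every one lay above the highest Control mouse, at 390 normalized counts. Reads from the transgene and from the endogenous gene are counted together.

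The second comparison asked which genes differed between the groups. At an adjusted p under 0.05, 692 genes were higher and 567 were lower in FoxP1iSkmTg muscle, 1259 in all. Next to Foxp1, the largest rise was in Actc1, the cardiac alpha-actin gene, with 1160 ± 459 normalized counts in Control and 10483 ± 6556 in FoxP1iSkmTg mice. Csrp3, which encodes muscle LIM protein, rose 5.65-fold and Xirp1, which encodes an actin-binding repeat protein, 3.37-fold. The largest falls were in Mettl21e and Mettl21c, neighbouring methyltransferase genes on chromosome 1, which were 15.8-fold and 12.1-fold lower.

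Other genes among the 12 largest rises were Rab15, Irf5, Inha, Myom3, Car14 and Otud1, which rose 3.47-fold to 4.92-fold. Esr1, the estrogen receptor alpha gene (chromosome 10, 4611593 to 5005614), rose 6.08-fold, from 495 ± 36.2 to 2957 ± 1644 normalized counts (SD, n = 5 each). MerCreMer itself contains estrogen receptor sequence and is carried only by FoxP1iSkmTg mice, and its reads were not separated from those of Esr1. Among the 12 largest falls, Flrt1 was 7.09-fold lower, and the ankyrin-repeat genes Asb15 and Asb5 were 5.47-fold and 5.17-fold lower. Klhl31 was 4.03-fold lower and Mylk4, a myosin light chain kinase gene, fell from 23749 ± 4552 to 6179 ± 1712 normalized counts. Cntnap2, Ctxn3, Tspan8, Lrp2bp and Ddit4l were 3.45-fold to 5.47-fold lower. Without Control replicate 2 the number of higher genes was 461, and with the DESeq2 size factors of the authors 544 genes were higher and 617 lower, a share of higher genes of 46.9% in place of 55.0%.

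The third comparison asked whether clock repressors were higher and clock activators lower in FoxP1iSkmTg muscle. Per the study's methods, both groups were sampled in the same window soon after lights on. Such sampling cannot tell a shift in the timing of a rhythm from a change in its level. Of the 11 repressors, 5 were listed, and Cry2 (chromosome 2, 92403646 to 92434043) rose from 545 ± 64.8 to 762 ± 118 normalized counts (SD, n = 5 each). Its log2 fold change was 0.51 ± 0.11 (SE), with an adjusted p of 0.0176 by the edgeR quasi-likelihood test, and all 5 FoxP1iSkmTg mice lay above all 5 Control mice. Per1 had a log2 fold change of 0.79 (adjusted p = 0.0649), Ciart of 0.92 (0.126), Bhlhe41 of 0.37 (0.17) and Nr1d1 of -0.32 (0.201), and these did not pass by edgeR. In the authors' deposited DESeq2 results Per1 (adjusted p = 0.0435) and Ciart (0.0362) passed, while Bhlhe41 (0.147) and Nr1d1 (0.0826) did not. Among the activators, Arntl, which encodes BMAL1, had a log2 fold change of -0.30 (adjusted p = 0.414 by edgeR) and Rora of -0.25 (0.241), and these did not pass over all genes or adjusted over the list alone. In the authors' deposited DESeq2 results Arntl (adjusted p = 0.23) and Rora (0.101) did not pass either. The study reported from these mice higher Per1, Cry2 and Bhlhe41 and lower Bmal1 and Clock, using unpaired t tests. Adjustment over genes is not described for those t tests, so their threshold is unlike the one here. Adjusted over the list alone, 2 repressors passed, Cry2 and Per1. Clock, Npas2, Per2, Per3, Cry1, Nr1d2, Bhlhe40 and Nfil3 were not listed and were not tested here. Within the authors' adjustment no rank was missing below the unadjusted p limit for listing. Those of these genes that were within that adjustment therefore did not fall under the limit. Whether each of them was within it is not shown.

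The count of core clock genes past the threshold over all genes was 1, and it was 0 without Control replicate 2. It was 2 without Control replicate 4, without FoxP1iSkmTg replicate 4 and without FoxP1iSkmTg replicate 5. With the DESeq2 size factors of the authors and with no filter on low values it was also 2, and with the DESeq2 Wald test it was 4. Adjusted over the list alone, the count of 3 became 1 without Control replicate 2 or without FoxP1iSkmTg replicate 2, and 5 without FoxP1iSkmTg replicate 3. Among clock output genes, Nampt, of NAD synthesis, was 1.74-fold lower, while Usp2 and Wee1 were 1.77-fold higher. The other 3 of the 6 listed output genes did not pass, and adjusted over the list alone 2 were higher and 1 lower.

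**Figure D1:**
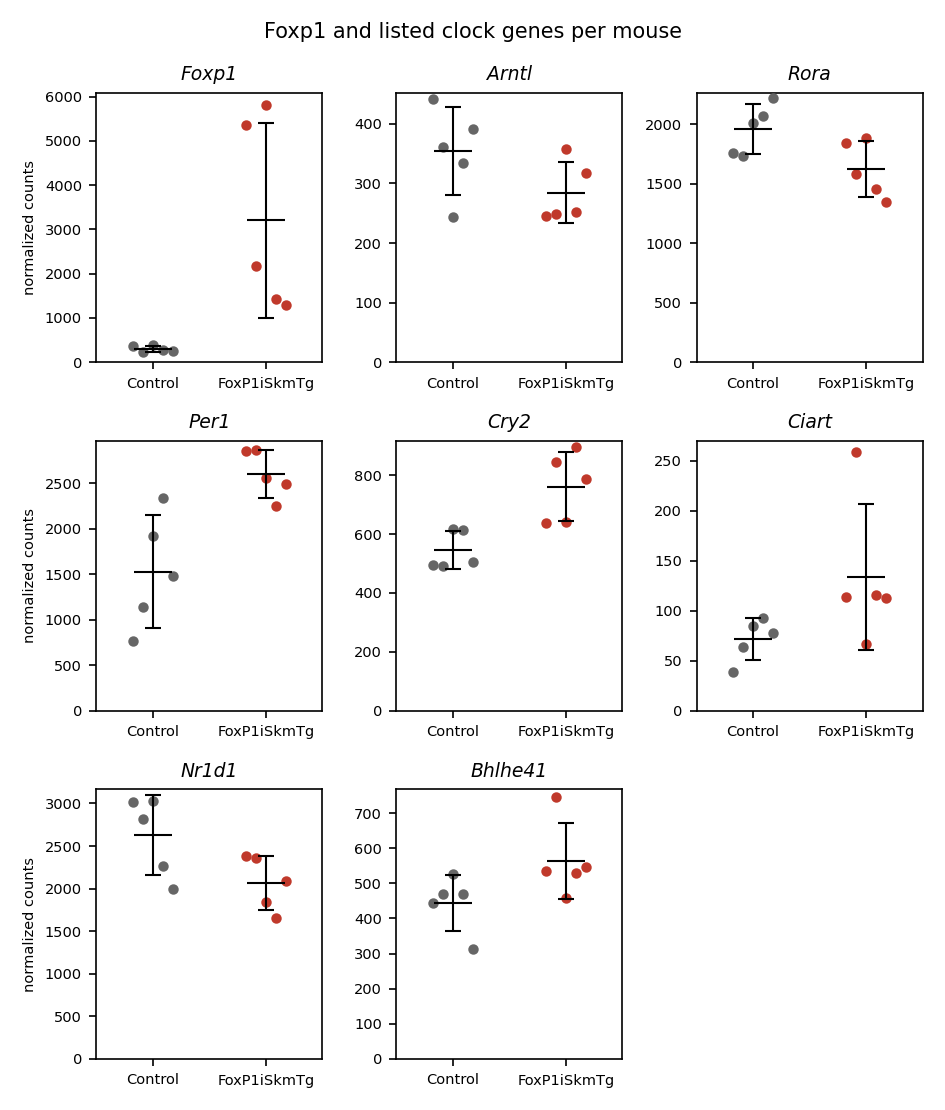
Normalized counts of Foxp1 and of listed clock genes in each mouse (vertical axis, starting at 0), with Control in grey and FoxP1iSkmTg in red; black marks show the mean and SD of 5 mice. All FoxP1iSkmTg mice lie above all Control mice for Foxp1 and Cry2, while the groups overlap for Arntl.

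The fourth comparison asked which groups of genes moved. In fatty acid oxidation, 13 of 29 genes were listed, of which 10 rose, 0 fell and 3 did not pass, and adjusted over the list alone 11 rose. Acsl1, which activates long-chain fatty acids, rose 1.69-fold, Acadm, of medium-chain oxidation, 1.53-fold and Slc25a20, the carnitine carrier of mitochondria, 1.43-fold. In glycogen metabolism 6 of the 9 listed genes fell and 0 rose, and adjusted over the list alone 8 fell and 1 rose. Ppp1r3a, a glycogen-targeting subunit of protein phosphatase 1, was 2.40-fold lower, Phka1, a phosphorylase kinase subunit, 2.17-fold lower and Gyg, the glycogenin gene, 1.71-fold lower. Ribosomal protein genes had 42 of 76 members listed, all below Control in direction and each by little (median log2 fold change -0.17), with 6 past the threshold over all genes and 9 adjusted over the list alone.

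Of 17 slow-fibre genes 6 were listed, of which 5 rose over all genes and 6 adjusted over the list alone. The risers were Actc1, Csrp3, Casq2, Myl2 and Ankrd2, which are also expressed in heart. The other 11 members were not listed, among them Myh7, the slow myosin heavy chain gene, Myl3, Tnni1, Tnnt1, Tnnc1 and Atp2a2. Those within the authors' adjustment did not fall under the unadjusted p limit for listing. The rise therefore covers the listed members and not the slow-fibre list as a whole. Of 17 fast-fibre genes 9 were listed, with 6 lower and 1 higher (Mybpc2), or 7 and 1 adjusted over the list alone. The other 8 members were not listed, among them Myh2, Myh4, Tnnc2, Atp2a1 and Actn3. Myh1, a fast myosin heavy chain gene, did not pass over all genes (adjusted p = 0.108 by edgeR). The fall therefore covers listed members and not the fast-fibre list as a whole. Mylpf, a fast myosin light chain gene, fell from 86660 ± 12742 to 52008 ± 5058 normalized counts, and Mylk2 was 1.90-fold lower. Among heat shock genes 5 rose and 1 fell of 11 listed, or 8 and 2 adjusted over the list alone, with Hspb7 3.02-fold and Cryab 2.02-fold higher.

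These 6 lists passed camera, which here sets a list against the other listed genes, with a preset correlation of 0.01. The adjusted p was 0.000391 for ribosomal protein genes, 0.00185 for fatty acid oxidation, 0.0196 for glycogen, 0.037 for slow-fibre, 0.0496 for fast-fibre and 0.0496 for heat shock genes. The fatty acid oxidation list was written after reading the study, which named its members Cpt2 and Hadha from these mice. Its result is therefore not independent evidence. None of the 32 lists tested passed once the correlation was estimated, where the adjusted p of each of the 6 was 0.769 with an estimated correlation. Fast-fibre genes did not pass without Control replicate 1 (adjusted p = 0.0569), 2 (0.0623), 4 (0.0657) or 5 (0.0527) or without FoxP1iSkmTg replicate 4 (0.0879), and heat shock genes did not pass without Control replicate 3 (0.0529), 4 (0.0657) or 5 (0.0527) or without FoxP1iSkmTg replicate 2 (0.072) or 5 (0.0606). Neither of these lists passed with the authors' size factors or with the stricter filter.

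**Figure D2:**
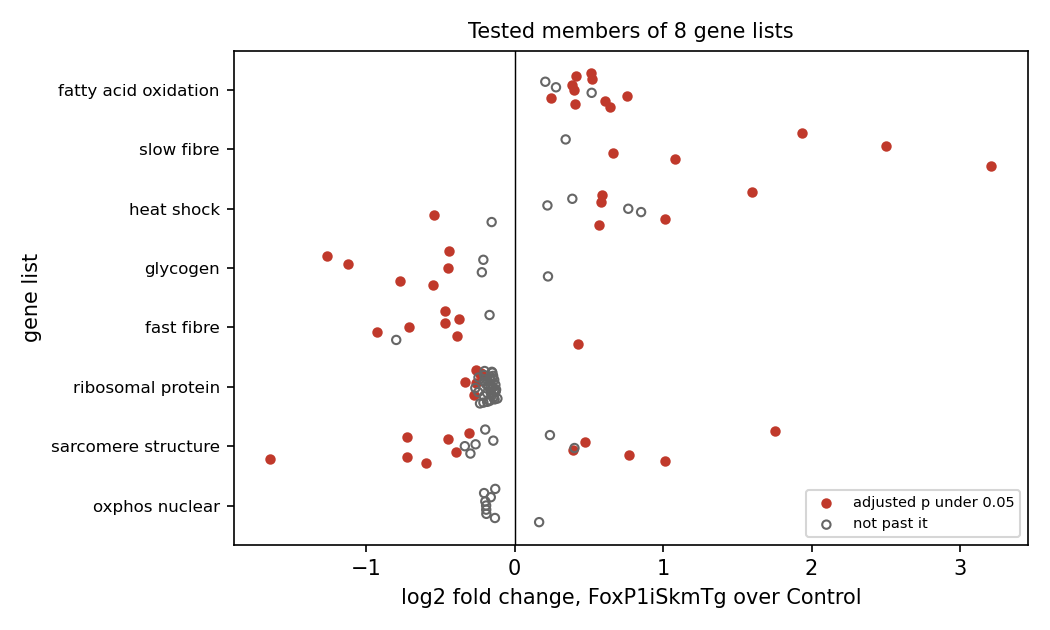
Log2 fold change of FoxP1iSkmTg over Control (horizontal axis) for each tested member of 8 gene lists (vertical axis); red points have an adjusted p under 0.05 and open grey points do not. The tested fatty acid oxidation genes lie to the right of 0 and the ribosomal protein genes to the left.

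Sarcomere genes moved both ways, with 5 higher and 7 lower of 19 listed, or 7 and 12 adjusted over the list alone, and did not pass camera (adjusted p = 0.503). Xirp1 and Cryab rose, whereas Dmd, the dystrophin gene, was 3.13-fold lower and Dst 1.65-fold lower. Of calcium and ion transport genes 4 rose and 4 fell of 11 listed, or 4 and 5 adjusted over the list alone, and Trdn, which encodes triadin of the calcium release complex, was 2.23-fold lower. Among genes of denervation and regeneration 4 rose and 3 fell of 11 listed, or 7 and 3 adjusted over the list alone. Chrna1, an acetylcholine receptor subunit gene, was 2.45-fold higher and Dach2 5.69-fold lower. The calcium and denervation lists did not pass camera (adjusted p = 0.503 each).

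**Figure D3:**
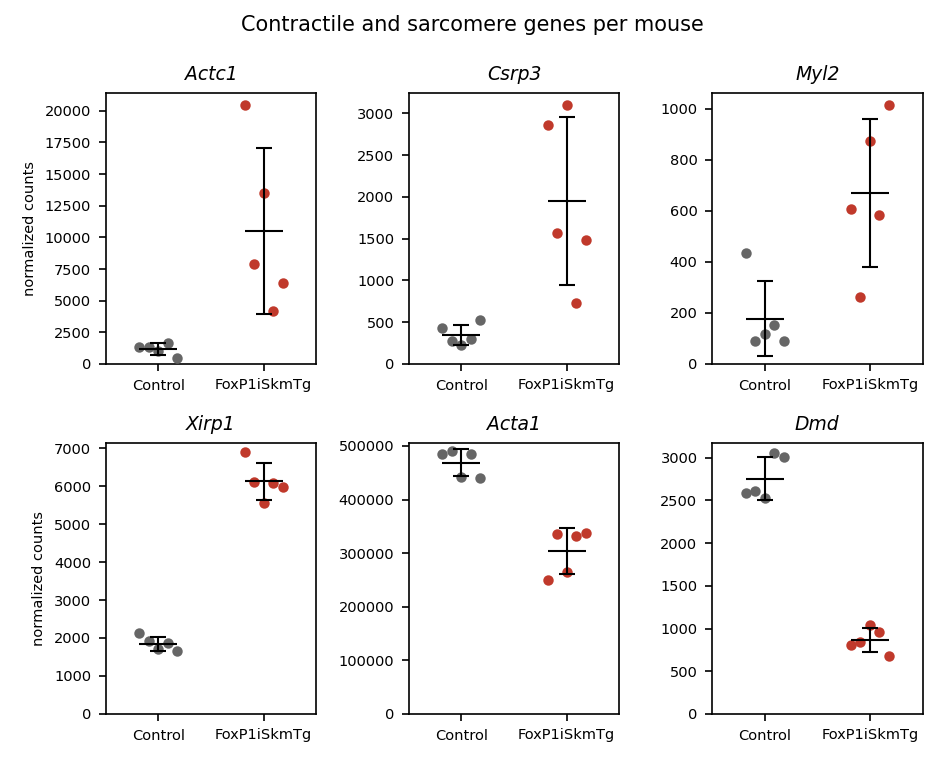
Normalized counts of 6 contractile and sarcomere genes in each mouse (vertical axis, starting at 0), with Control in grey and FoxP1iSkmTg in red; black marks show the mean and SD of 5 mice. All FoxP1iSkmTg mice lie above all Control mice for Actc1, Csrp3 and Xirp1 and below them for Dmd.

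Genes of insulin-stimulated glucose uptake had 2 higher and 4 lower of 12 listed, or 3 and 5 adjusted over the list alone. Pak1, a p21-activated kinase gene, was 2.27-fold lower, and Slc2a4, the GLUT4 glucose transporter gene, 1.23-fold higher. In glycolysis 3 rose and 2 fell of 11 listed, or 7 and 4 adjusted over the list alone, and the mitochondrial glycerol phosphate dehydrogenase gene Gpd2 was 2.45-fold lower. Fatty acid uptake and storage genes had 4 higher and 0 lower of 7 listed, or 4 and 1 adjusted over the list alone, with Fabp3 2.02-fold and Plin3 1.57-fold higher. Of 14 genes that the study named from these mice 7 were higher and 3 lower, or 9 and 4 adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Nuclear genes of oxidative phosphorylation had 9 of 76 members listed and 0 past the edgeR test over all genes or adjusted over the list alone, with 7 at an unadjusted p under 0.05 and 1 past the DESeq2 Wald test. None of the lists in this paragraph passed camera, where the lowest adjusted p was 0.426, for oxidative phosphorylation.

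Markers of other cell types were sparse among the listed genes. None of the endothelial, mural, Schwann or erythroid markers was listed. Of 2 tested satellite cell markers Itga7 passed, 1.64-fold higher, while 9 of the 11 markers of that list, among them Pax7, were not listed. This single gene does not show a change in satellite cells. Of 3 tested adipocyte markers Car3, which muscle also expresses, was 2.56-fold lower. Adjusted over the list alone 1 satellite marker was higher, and 1 adipocyte marker was higher and 1 lower. Of 2 macrophage, 1 lymphocyte and 1 fibro-adipogenic marker tested, 0 passed the edgeR test over all genes or adjusted over the list alone and 0 passed the DESeq2 Wald test, with 2, 1 and 0 at an unadjusted p under 0.05. The single listed neutrophil marker was too low to be tested, and markers that are not listed were not tested here. Unlisted markers within the authors' adjustment did not fall under the unadjusted p limit for listing. Whether each of them was within it is not shown.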

Values the study reported

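The study reported that 23% of the genes that differed in FoxP1-overexpressing muscle also differed in muscle lacking Bmal1. Its RNA sequencing of FoxP1-overexpressing and control muscle used 5 mice per group.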

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

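Among 304 groups of 5 values for named genes, 11 held a mouse far from the other 4, where chance gives about 15.2. In FoxP1iSkmTg mice these were Ciart at 258.8 normalized counts in replicate 2 (next highest 115.2), Pdp2 at 102.8 in replicate 5 (51.5) and Fasn at 632 in replicate 1 (368). In Control mice, Myl2 stood at 435 (152.1) and Polk at 198.0 (152.1) in replicate 1, both the highest. Control replicate 5 was lowest for Psme4 at 4462 (next lowest 5395), Usp19 at 3318 (4073), Nbr1 at 1481 (1732), Hk2 at 6263 (7150) and Phka1 at 11696 (14449). Acsl1 was lowest in Control replicate 4 at 4339 (4560).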

How the results depend on the processing

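The size factors from listed genes, over-representation and the direction test were chosen after seeing the data. Foxp1 stayed past the threshold under every alternative run, with log2 fold changes of 3.10 to 3.62 with single mice left out. The count of genes past FDR 0.05 was 886 to 1274 with single mice left out, higher genes 461 to 694 and lower genes 424 to 580, and it was 1710 with the DESeq2 Wald test; fewer samples were tested when a mouse was left out. The share of higher genes was 55.0% as reported, 46.9% with the authors' size factors and 49.9% with size factors from listed genes. Core clock genes counted 2 with the authors' size factors, with no low-value filter and with the replicate block, 4 with the DESeq2 Wald test and 0 to 2 with single mice left out; adjusted over the list alone they counted 5 with the DESeq2 Wald test and 1 to 5 with single mice left out. The cause was not tested. Lists past the threshold numbered 0 for camera with estimated correlation, 19 for fry, which does not compare a list with other genes and runs on selected ones, 10 for over-representation among 15846 genes and 0 for the direction of called members. The counts for fry and for over-representation include the study-named genes, which the study chose on these samples. Fast-fibre and heat shock genes did not pass with the authors' size factors (adjusted p = 0.0588 each) or with the stricter filter (0.0595 and 0.108). Lists far from the threshold turned direction: extracellular matrix with DESeq2 (adjusted p = 0.907), with fry (0.454) and with some of the single mice left out (0.887 to 0.996 over all of them), adipocyte markers with DESeq2 (0.867), with fry (0.613) and with some of the single mice left out (0.921 to 0.991), and clock output without FoxP1iSkmTg replicate 5 (0.991, against 0.83 to 0.968 without each other mouse). Replicate numbers did not pair the mice, since deviations of same-numbered mice correlated at -0.0176 to 0.0345 and 0 of 5 FoxP1iSkmTg mice correlated best with their own number; with the replicate block 960 genes passed and Foxp1 had a log2 fold change of 3.18. Pseudocounts and sample weights apply to normalized values and were not run. The selection at an unadjusted p under 0.05 limits what can be said of genes that are not listed.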

Other observations

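Tests of the Esr1 rise, of ribosomal protein genes and of gene position were chosen after the results were seen, as was the slope on genomic span with nothing held, and the permutation tests of genomic span before. Stress and cytokine genes moved as well. Of 9 tested immediate early genes 5 rose and 2 fell, or 6 and 3 adjusted over the list alone, with Atf3 3.28-fold higher and Cebpd 2.58-fold lower. Of 10 tested cytokine pathway genes 7 rose and 2 fell, or 8 and 2 adjusted over the list alone, with Tnfrsf12a, the receptor of TWEAK, 2.65-fold and Stat3 1.48-fold higher. These lists did not pass camera (adjusted p = 0.537 and 0.0932). Of 5 tested members of the forkhead list, which leaves out Foxp1, 2 passed over all genes and adjusted over the list alone, Foxp4 at 1.49-fold higher and Foxp2 at 1.97-fold lower. Ppargc1a, a regulator of mitochondrial biogenesis, was 1.43-fold lower.

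Counts of other lists are given over all genes and, in the second place, adjusted over the list alone. Of p53 targets 1 was higher and 2 lower (Gadd45b, Polk and Eda2r), or 1 and 3. The unfolded protein and ATF4 list had 1 higher and 2 lower in either case, with Chac1 2.78-fold lower, and polyamine genes 0 and 1, the latter Amd1. Proteasome genes had 1 higher and 2 lower in either case. The muscle ubiquitin ligase list, which also holds deubiquitinase genes, had 2 and 1, or 4 and 4. Its 2 higher members over all genes, Usp19 and Usp28, encode deubiquitinases and not ligases, whereas the ligase gene Fbxo40 was 1.42-fold lower. Autophagy genes had 3 higher and 1 lower, or 6 and 4, and lysosomal genes 2 and 2, or 5 and 2. Pyruvate dehydrogenase genes had 2 higher and 2 lower, or 2 and 3, citrate cycle genes 1 and 1, or 4 and 2, and mitochondrial biogenesis genes 3 and 2, or 4 and 2. Of extracellular matrix genes Lamb2 was higher and 0 were lower, and of interferon genes Psme1 was higher, in either case. Among these lists the lowest camera adjusted p was 0.503, for proteasome genes. Mitochondrially encoded genes had 0 of 2 past the edgeR test in either case, 1 at an unadjusted p under 0.05 (mt-Co1, adjusted p = 0.057 by edgeR) and 1 past the DESeq2 Wald test.

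Esr1 was higher in all 5 FoxP1iSkmTg mice, and reads of MerCreMer, which carries estrogen receptor sequence, are a candidate source. Replicates 1 to 5 held 2326, 2011, 1478, 3327 and 5640 normalized counts of Esr1, beside 5352, 2163, 5813, 1423 and 1289 of Foxp1, and no correlation is given for 5 mice. The highest mouse was 3.82-fold above the lowest, which missed the bound of under 2-fold written, after these values had been seen, for a transgene with even expression. That bound had no basis in the data, since a transgene can itself vary between mice. The explanation stays open because MerCreMer is confined to the FoxP1iSkmTg group by design and the counts do not separate its reads from those of Esr1.

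Ribosomal protein genes were listed as lower in 42 of 76 cases, which an offset between the groups or a bias of short transcripts could produce. Nuclear oxidative phosphorylation genes were listed as lower in 8 of 76 cases, a smaller share (Fisher's exact test, two-sided, p = 4.2e-09). Only 1 was listed as higher, however, and the median log2 fold change of the tested members was -0.19, against -0.173 for ribosomal protein genes. Whether a gene is listed also depends on its spread between mice, so the smaller share does not exclude an offset shared by all genes. Within the range of exonic lengths of ribosomal protein genes the share was 8 of 72 (Fisher's exact test, two-sided, p = 1.07e-08). This share has the same limit, so a bias of length is not excluded either. These tests treat genes as independent although ribosomal protein genes vary together, and the list did not pass camera with an estimated correlation (adjusted p = 0.769). A difference of genotype stays open and was not tested further.

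In the tenth of called genes with the longest spans, from 157 kb, 73.8% were lower (exact 95% interval 65.2% to 81.2%), against 45.0% of all called genes, but the share did not rise steadily, with 51.6% in the tenth with the shortest spans and 33.3% to 49.2% in those between. With spans permuted within 5 equal groups of exonic length the p was 5e-04, the smallest that 2000 permutations can give, and within 5 groups of mean expression it was also 5e-04. The log odds of being lower per doubling of span were 0.121 with nothing held, 0.29 with exonic length held and 0.116 with expression held. Transcript length or expression level as the whole cause is therefore unlikely, although genes are not independent and a part that goes with either is not excluded. An effect of the genotype on long genes may remain as a hypothesis and was not tested.

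Called genes were not shown to cluster by position, as a block around an insertion site might: over 1304 windows of 2 Mb the smallest adjusted p was 0.515. Smaller blocks are not excluded. For the count of genes past the threshold, 1 of 100 splits of the 10 mice gave as many, the real one with 1259, and the highest of the others gave 0. Whether chance can be excluded is not decided by this, because the listed genes were selected for the real split.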
